# Oral tongue cancer gene expression profiling: Identification of novel potential prognosticators by oligonucleotide microarray analysis

**DOI:** 10.1186/1471-2407-9-11

**Published:** 2009-01-12

**Authors:** Cherry L Estilo, Pornchai O-charoenrat, Simon Talbot, Nicholas D Socci, Diane L Carlson, Ronald Ghossein, Tijaana Williams, Yoshihiro Yonekawa, Yegnanarayana Ramanathan, Jay O Boyle, Dennis H Kraus, Snehal Patel, Ashok R Shaha, Richard J Wong, Joseph M Huryn, Jatin P Shah, Bhuvanesh Singh

## Abstract

**Background:**

The present study is aimed at identifying potential candidate genes as prognostic markers in human oral tongue squamous cell carcinoma (SCC) by large scale gene expression profiling.

**Methods:**

The gene expression profile of patients (n=37) with oral tongue SCC were analyzed using Affymetrix HG_U95Av2 high-density oligonucleotide arrays. Patients (n=20) from which there were available tumor and matched normal mucosa were grouped into stage (early vs. late) and nodal disease (node positive vs. node negative) subgroups and genes differentially expressed in tumor vs. normal and between the subgroups were identified. Three genes, *GLUT3*, *HSAL2*, and *PACE4*, were selected for their potential biological significance in a larger cohort of 49 patients via quantitative real-time RT-PCR.

**Results:**

Hierarchical clustering analyses failed to show significant segregation of patients. In patients (n=20) with available tumor and matched normal mucosa, 77 genes were found to be differentially expressed (P< 0.05) in the tongue tumor samples compared to their matched normal controls. Among the 45 over-expressed genes, *MMP-1* encoding interstitial collagenase showed the highest level of increase (average: 34.18 folds). Using the criterion of two-fold or greater as overexpression, 30.6%, 24.5% and 26.5% of patients showed high levels of *GLUT3*, *HSAL2* and *PACE4*, respectively. Univariate analyses demonstrated that *GLUT3* over-expression correlated with depth of invasion (P<0.0001), tumor size (P=0.024), pathological stage (P=0.009) and recurrence (P=0.038).  *HSAL2* was positively associated with depth of invasion (P=0.015) and advanced T stage (P=0.047).   In survival studies, only *GLUT3* showed a prognostic value with disease-free (P=0.049), relapse-free (P=0.002) and overall survival (P=0.003). *PACE4* mRNA expression failed to show correlation with any of the relevant parameters.

**Conclusion:**

The characterization of genes identified to be significant predictors of prognosis by oligonucleotide microarray and further validation by real-time RT-PCR offers a powerful strategy for identification of novel targets for prognostication and treatment of oral tongue carcinoma.

## Background

Cancer arising from the oral cavity accounts for approximately 1.6% of all cancers diagnosed in the United States with an incidence of 22,000 new cases per year [1]. Despite the advances in multimodality treatment, the overall prognosis for patients with oral squamous cell carcinoma (SCC) has remained unchanged in the past three decades. Furthermore, variability in the clinical course of patients with oral SCC remains unexplained and conventional clinicopathological parameters fail to answer all questions. Identification of novel prognostic factors may allow a rational selection of the most appropriate therapeutic options for individual patients. The cellular and molecular heterogeneity of oral SCC and the large number of genes potentially involved in oral carcinogenesis and progression emphasize the importance of studying multiple gene alterations on a global scale. Gene expression profiling by high-throughput technologies have proven to be valuable tools for prognostication of outcome and progression in human malignancies including head and neck cancer [2-10]. These technologies permit us to classify individual cancers and enhance our understanding of molecular cancer pathogenesis.

There are several distinct subsites within the oral cavity cancer including buccal mucosa, oral tongue, floor of mouth, gingiva, retromolar trigone and hard palate. Since they differ in their biological and clinical behaviors, the present study focused on one subsite – the oral tongue. This study utilized high-density oligonucleotide array to generate a molecular portrait of oral tongue SCC and to explore the correlations between gene expression patterns and clinically relevant parameters. We performed hierarchical clustering analysis, analyzed gene expression profiles by comparing primary tumor and their matched normal mucosa and compared different patient groups based on lymph node status and tumor stage to identify clinically significant genes. Data from the microarray analysis were then validated by real-time RT-PCR. The present study is the first to demonstrate the ability of gene expression profiling to predict clinical outcome in one cancer subsite within the oral cavity.

## Methods

### Tumor Selection

Following guidelines established by the Institutional Review Board at Memorial Sloan-Kettering Cancer Center (MSKCC), fresh tissue samples were sequentially collected after obtaining written informed consent from 49 patients undergoing therapeutic surgical resection for SCC of the oral tongue at the Head and Neck Service, MSKCC from January 28, 1998 to January 2, 2002. Post-operative adjuvant treatment was given to selected patients following the institutional protocol. In each case, the portion of tumor was resected near the advancing edge of the tumor to avoid its necrotic center. After excision, the tissues were immediately snap-frozen and stored in liquid nitrogen until use. Histologically normal mucosae of the upper aerodigestive tract, resected 5 cm away from the tumor area, were obtained in all cases and used as controls. Tumors were staged according to the AJCC/UICC TNM classification 5^th ^edition [11]. "Node-positive cases" in this study refers to the presence of positive cervical nodes based on a histological diagnosis after a neck dissection, while the patients who experienced no metastasis for at least 12 months post-operatively were scored as "node-negative cases." The clinical and pathological characteristics of all patients analyzed in the study are summarized in Table 1.

**Table 1:** Clinicopathological characteristics of the patients in the study and validation groups

Parameter	Study (Array)		Validation
	
	All samples	TN paired	RT-PCR
	
	NUMBER %		
Total	37	20	49

Age (yrs)			

Median (Range)	57 (36–97)	62 (35–97)	59 (35–97)

Gender			

Male	22 (59.5)	12 (60)	26 (53)

Female	15 (40.5)	8 (40)	23 (47)

Therapy prior to surgery			

None	22 (59.5)	12 (60.0)	34 (69.4)

Yes	15 (40.5)	8 (40.0)	15 (30.6)

Smoking history			

Yes	19 (51.4)	11 (55.0)	30 (61.2)

No	18 (48.6)	9 (45.0)	19 (38.8)

Alcohol history			

Yes	14 (37.9)	8 (40.0)	20 (40.8)

No	23 (62.1)	12 (60.0)	26 (59.2)

Unknown	0	0	3

Histological grading			

Well-differentiated	6 (16.2)	3 (15)	9 (18)

Mod-differentiated	24 (64.9)	13 (65)	32 (65)

Poorly-differentiated	7 (18.9)	4 (20)	8 (16)

Unknown	0	0	0

Lymph node involvement (Pathologic)			

Negative	26 (70.2)	13 (65)	25 (51)

Positive	11 (29.8)	7 (35)	24 (49)

Unknown	0	0	0

TNM Stage (Pathologic)			

I	8 (21.6)	4 (20)	11 (22)

II	12 (32.4)	6 (30)	12 (25)

III	3 (8.1)	3 (15)	7 (14)

IV	14 (37.9)	7 (35)	19 (39)

Unknown	0	0	0

### Oligonucleotide microarray analysis

Tumor and normal tissues from 37 of the 49 patients were used for the oligonucleotide microarray analysis. Twenty (TN paired) of the 37 patients had primary tumor samples and matched normal mucosa available for analysis. Total RNA from snap-frozen tissue samples from the 37 patients was extracted with TRIsol™ reagent (Gibco BRL) following the manufacturer's protocol and re-purified by the RNAeasy Mini-spin column (Qiagen). Five to 10 μg of total RNA was reverse transcribed in the presence of an oligo dT-T7 primer. The cDNA was used for *in vitro *transcription amplification reaction in the presence of biotinylated nucleotides. Fifteen μg of labeled cRNA was fragmented and then hybridized against the Affymetrix HG_U95Av2 oligonucleotide arrays (Affymetrix, Santa Clara, CA). The arrays were scanned using a Hewlett Packard confocal laser scanner and analyzed using MicroArray Suite 5.0 (Affymetrix).

The microarray data have been deposited in NCBIs Gene Expression Omnibus (GEO) http://www.ncbi.nlm.nih.gov/geo/ and can be accessed through GEO Series accession number GSE13601.

### RNA preparation and real-time RT-PCR

RT-PCR of *GLUT3, HSAL2*, and *PACE4 *was performed on the larger cohort of 49 patients. Two μg of total RNA was reverse transcribed with MultiScribe™ Reverse Transcriptase (Applied Biosystems, Inc.). Gene specific primers were designed using the Primer3 Program. Sequences of PCR primer sets (in 5'-3' direction) were as follows: *GLUT3 *forward: TAGAAAGCCTGTTCCCCTCA, *GLUT3 *backward: GTGGCGGGATTACTTCAAAA; *HSAL2 *forward: CCCTCCTATTTCAGCCTCCT, *HSAL2 *backward: TCTTCAGTACCGGCACCTTC; *PACE4 *forward: CCTGTGTGACCCTCTGTCCT, *PACE4 *backward: GGTTCATCCACGCACTTTTT. The sequence of PCR primer sets for *18S rRNA *were previously described [12]. Quantification of transcripts was performed by the ICycler Detection System (Bio-Rad Laboratories) using SYBR green detection. The relative quantification of a target gene in comparison to a reference (*18S rRNA*) was performed as described [13]. Unless otherwise stated, each assay included duplicate reactions for each sample and was repeated twice.

### Statistical analysis

All correlation and outcome analysis was performed using the JMP statistical software package version 4.0.0 (SAS Institute, Inc.). Disease-free survival is defined as the time from surgery to the day of the first recurrence or death. Relapse-free survival was defined as time from surgery to the day of the first recurrence. Overall survival was defined as time from surgery to the day of death or last follow-up.

## Results and discussion

### Gene expression patterns in oral tongue SCC

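Tumor and matched normal mucosa of 20 patients give 40 arrays, each a separate tissue sample. Of the 12625 probe sets on the array, 67 are Affymetrix controls and were left out, so 12558 were tested. The deposited values are signal intensities on a linear scale. On every array their mean is 500 once the lowest and highest 2% are left out. They were converted to log2 after raising to 1 the 188 values below 1 (all 58 arrays counted). Each probe set was tested with limma with the patient as a block, so that a tumor is compared with normal mucosa of the same patient. P-values were adjusted by the Benjamini-Hochberg method over all tested probe sets, with a threshold of 0.05. Changes are given as log2 tumor over normal with their standard error (SE) unless a fold is stated. The annotation gives a single gene symbol to 10943 probe sets, several to 545 and none to 1070. Gene lists were tested as sets with camera. The number of pairs limits the precision of each value.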

We analyzed gene expression profiles in 20 patients with oral tongue SCC by comparison between primary tumor samples and their matched morphologically normal mucosa. 

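In the paired test, 5579 of the tested probe sets passed, among them S100A7, which encodes a protein of stressed keratinocytes, and MYOC, which encodes myocilin. S100A7 rose by 4.05 (SE 0.378, limma adjusted p = 4.95e-07, higher in 20 of 20 pairs). MYOC fell by 4.45 (SE 0.471, limma adjusted p = 1.38e-06, lower in 19 of 20 pairs). A change in the same direction in all 20 pairs was found for 105 called probe sets that were higher in tumor and 79 that were lower. A Bonferroni threshold left 526 probe sets.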

Among 12,625 probe sets in the Affymetrix array, 77 probe sets had statistically significant difference (P < 0.05) between all tumors and their matched normal tissues. 

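Among genes called with a change in the same direction in at least 18 of 20 pairs, the 12 largest rises were, in order, MMP1, MMP10, KRT16, TYMP, S100A7, MMP13, PI3, SPP1, MMP3, KRT14, S100A2 and IFI27. MMP13 (collagenase 3) rose by 3.89 (SE 0.578, limma adjusted p = 3.14e-05, 19 pairs higher). SPP1 (osteopontin) rose by 3.80 (SE 0.518, adjusted p = 1.29e-05, 19 pairs higher) and S100A2 by 3.48 (SE 0.525, adjusted p = 3.73e-05, 18 pairs higher). The 12 largest falls were PYGM, PGAM2, MYOC, CKMT2, CAND2, ADIPOQ, CA3, APOD, PPP1R3A, STATH, AMPD1 and GAMT. PYGM, the muscle glycogen phosphorylase, fell by 5.38 (SE 0.927, adjusted p = 0.000135, 18 pairs lower). APOD, which encodes apolipoprotein D, fell by 4.08 (SE 0.564, adjusted p = 1.51e-05, 18 pairs lower).

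Of the called probe sets, 1889 were higher in tumor and 3690 lower. Those with a single symbol represent 1480 genes with a higher and 2686 with a lower probe set. No symbol was listed for 103 of the higher and 364 of the lower. The median log2 change of all probe sets was -0.28 as deposited, -0.06 after quantile normalization and -0.08 with arrays centred on their medians. The share of calls that were higher moved with it, from 33.9% as deposited to 51% and 53.5%. Skeletal muscle markers moved with the comparison, 32 of 33 being lower in tumor. With their mean level as a covariate, the changes of CA3 (-0.72, SE 0.469, adjusted p = 0.281) and CAND2 (-0.96, SE 0.376, adjusted p = 0.0806) were smaller and no longer passed. The change of PYGM was -1.55 there (SE 0.499, adjusted p = 0.0376), and those of PGAM2, CKMT2, PPP1R3A, AMPD1 and GAMT lay between -1.84 and -1.43. They passed, but much of these falls went with the muscle score. CA3, PYGM and PGAM2 are themselves among the genes of that score, so part of their smaller change is built in.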

There were 60 probe sets representing 45 genes and 11 ESTs that were increased and 17 probe sets representing 9 genes and 8 ESTs that were decreased in tumors compared to normal controls. 

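Of the 61 entries of Table 2, 49 were matched to a probe set, 36 listed as up-regulated and 13 as down-regulated. All 49 entries, which are 48 different probe sets because 2 share that of RAN, changed in the listed direction and passed the paired test in limma (49 also when adjusted over the list alone). TGFBI, which encodes a matrix protein induced by TGF-beta, rose by 2.76 (SE 0.285, limma adjusted p = 1.12e-06, higher in 20 of 20 pairs). CNGB1 rose by 2.55 (SE 0.296, adjusted p = 2.82e-06, 20 pairs higher), and ANXA2, which encodes annexin A2, by 2.08 (SE 0.261, adjusted p = 5.97e-06, 20 pairs higher). TMSB10, which encodes thymosin beta 10, rose by 1.91 (SE 0.205, adjusted p = 1.61e-06, 20 pairs higher). ERBB4, an epidermal growth factor receptor family gene, fell by 2.71 (SE 0.353, adjusted p = 8.93e-06, lower in 20 pairs). GPD1L fell by 2.23 (SE 0.253, adjusted p = 2.45e-06, 20 pairs lower) and NNT, which encodes a mitochondrial transhydrogenase, by 1.86 (SE 0.211, adjusted p = 2.42e-06, 20 pairs lower).

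The list was chosen by the study on these samples, so its direction here is not independent evidence. The 17 patients with tumor or normal mucosa alone share no array with the pairs, and there all 49 had the listed direction and 39 passed. With the skeletal muscle score as a covariate 47 passed in the paired test, without RAB4A and the CD44 probe set matched to an EST entry. The change of RAB4A was -1.10 (SE 0.222) without and -0.76 (SE 0.291, adjusted p = 0.0724) with the covariate. That of this CD44 probe set was 0.93 (SE 0.210) and 0.73 (SE 0.286, adjusted p = 0.0813). Both calls ended with a smaller change and a larger error. Another CD44 probe set rose by 2.22 (SE 0.248) without and by 1.68 with the covariate (SE 0.302, adjusted p = 0.00170), and passed in both.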

Table 2 lists the genes that were up-regulated or down-regulated along with the fold changes in gene expression in tumor compared to their normal counterparts. These include genes known to be relevant in oncogenesis such as cell proliferation, apoptosis, development, angiogenesis, invasion and metastasis as well as genes that have not been implicated in oral tongue carcinogenesis. 

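Cell proliferation genes were higher in tumor almost as a whole: 32 of 34 measured genes rose and none fell (33 rose when adjusted over the list alone), with a median change of 1.20. UBE2C, a ubiquitin-conjugating enzyme of mitosis, rose by 2.99 (SE 0.395, limma adjusted p = 9.58e-06, 19 of 20 pairs higher). CDC20, an activator of the anaphase-promoting complex, rose by 2.41 (SE 0.275, adjusted p = 2.56e-06, 19 pairs higher) and FOXM1 by 1.48 (SE 0.198, adjusted p = 1.08e-05, 19 pairs higher). As a set the list gave a camera adjusted p = 6.45e-18, and adjusted p = 0.131 with an estimated correlation. Apoptosis genes were mixed, with 6 of 22 higher and 4 lower (6 and 4 adjusted over the list alone; median 0.15, camera adjusted p = 0.0668). With the mean of all probe sets of a gene camera called this list higher (median 0.20, adjusted p = 0.0226). With an estimated correlation and 1 probe set per gene camera gave adjusted p = 0.343. BAK1, which promotes cell death, rose by 2.70 (SE 0.277, adjusted p = 1.12e-06, 19 pairs higher), while BAX, of the same family, fell by 0.78 (SE 0.127, adjusted p = 8.25e-05, 19 pairs lower).

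Genes for matrix and for attachment to it were mostly higher. Of 20 genes for collagens and stromal matrix, 17 rose and none fell (18 and none adjusted over the list alone), among them TNC, which encodes tenascin C, by 2.94 (SE 0.354, adjusted p = 4.20e-06, 19 pairs higher). FAP, a protease of activated fibroblasts, rose by 2.19 (SE 0.356, adjusted p = 7.82e-05, 17 pairs higher). The camera adjusted p was 4.65e-10 for this list, and adjusted p = 0.189 with an estimated correlation. Of 14 genes for laminin-332, integrins and plasminogen activation, 12 rose and none fell (12 adjusted over the list alone), with camera adjusted p = 3.18e-09 and adjusted p = 0.131 with an estimated correlation. Besides genes of these kinds the list holds CD44, PDPN and CDH3, which encodes P-cadherin. CDH3 rose by 2.82 (SE 0.300, adjusted p = 1.38e-06, 19 pairs higher) and PLAU, the urokinase gene, by 2.19 (SE 0.262, adjusted p = 3.89e-06, 20 pairs higher).

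Skeletal muscle markers were lower in the same tumors, with a median change of -3.76. With their mean level as a covariate, 13 of the cell proliferation genes, 7 of the collagen and matrix genes and 7 of the laminin and integrin genes rose. The list medians there were 0.81, 1.26 and 1.18, against 1.20, 1.56 and 1.76 without it, with camera adjusted p = 9.59e-14, adjusted p = 1.67e-09 and adjusted p = 1.22e-08. After quantile normalization the medians were 1.30, 1.53 and 1.72. Without the 5 pairs whose normal mucosa formed a branch of its own they were 0.85, 0.92 and 1.38, with 26, 9 and 11 genes higher and none lower (camera adjusted p = 3.09e-16, adjusted p = 2.26e-07 and adjusted p = 7.73e-09).

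**Figure D1:**
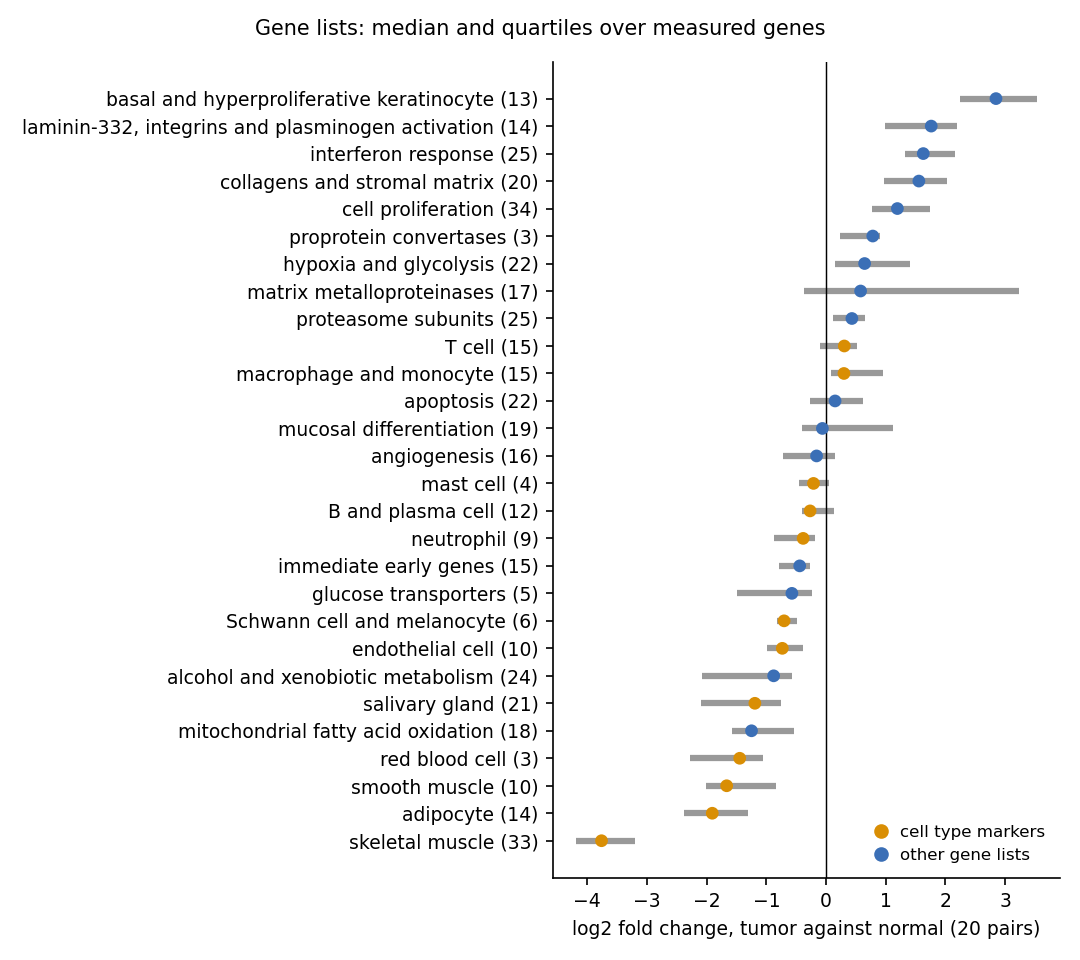
Log2 change, tumor over matched normal mucosa in 20 pairs, of each gene list (measured genes in parentheses), with points for the median and bars for the quartiles, cell type markers in orange and other lists in blue. The basal and hyperproliferative keratinocyte list is highest (2.85) and skeletal muscle lowest (-3.76). After quantile normalization the mucosal differentiation, B and plasma cell and mast cell medians change sign.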

Among the 45 over-expressed genes, *MMP-1 *encoding interstitial collagenase showed the highest level of increase (average: 34.18 fold). 

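MMP1 had the largest rise of all genes that met the rule for large changes. Its mean log2 signal was 12.68 (SD 2.01) in the 20 tumors and 6.90 (SD 2.36) in the matched normal mucosae. The mean change was 5.78 (SE 0.588), which corresponds to 54.9-fold, and MMP1 was higher in tumor in 20 of 20 pairs (limma adjusted p = 1.12e-06). In the patients with a single tissue, 11 tumors against 6 normal mucosae, MMP1 rose by 5.95 (adjusted p = 6.47e-05). With the skeletal muscle score as a covariate its rise in the pairs was 4.84 (SE 0.770, adjusted p = 0.000819), or 28.6-fold, and 36.0-fold without the 5 pairs whose normal mucosa formed a branch of its own (adjusted p = 3.92e-05).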

*MMP-7 *and *MMP-12 *were also found to be overexpressed. 

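MMP12, the macrophage metalloelastase, is measured by a pair of probe sets that both carry the accession given in Table 2, and both rose. The probe set with the higher mean rose by 2.44 (SE 0.347, limma adjusted p = 1.98e-05), or 5.44-fold, and the other by 2.96 (SE 0.387, adjusted p = 9.32e-06), or 7.76-fold, each higher in 19 of 20 pairs. With the skeletal muscle score as a covariate the rises were 1.71 and 2.29. Without the 5 pairs whose normal mucosa formed a branch of its own they were 1.84 and 2.51, and all of these passed. The Table 2 entry named stromelysin-2 and MMP7 is annotated as MMP10, the stromelysin-2 gene. MMP10 rose by 4.69 (SE 0.547, adjusted p = 2.91e-06, 20 pairs higher), or 25.8-fold. For the MMP7 (matrilysin) probe set the change was 1.46 (SE 0.876), with tumor higher in 13 of 20 pairs, and it did not pass (adjusted p = 0.177). Its mean log2 signal was 7.84 (SD 2.57) in tumor and 6.38 (SD 2.59) in normal mucosa.

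Of 17 matrix metalloproteinase genes, 8 rose and 3 fell (8 and 5 adjusted over the list alone). MMP3 (stromelysin-1) rose by 3.77 (SE 0.495, adjusted p = 9.39e-06, 19 pairs higher) and MMP9 (gelatinase B) by 3.24 (SE 0.427, adjusted p = 9.39e-06, 18 pairs higher). MMP8, the neutrophil collagenase, fell by 1.61 (SE 0.380, adjusted p = 0.00204, 15 pairs lower), but in the unpaired patients its change was 0.22 (adjusted p = 0.891). The list had a camera adjusted p = 0.0104, and adjusted p = 0.343 with an estimated correlation. Its median change was 0.58 as deposited and 0.48 after quantile normalization. It was 0.32 with the skeletal muscle score as a covariate (6 genes higher and 1 lower, camera adjusted p = 0.0117) and 0.21 without the 5 pairs whose normal mucosa formed a branch of its own (6 higher and 2 lower, adjusted p = 0.0157).

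**Figure D2:**
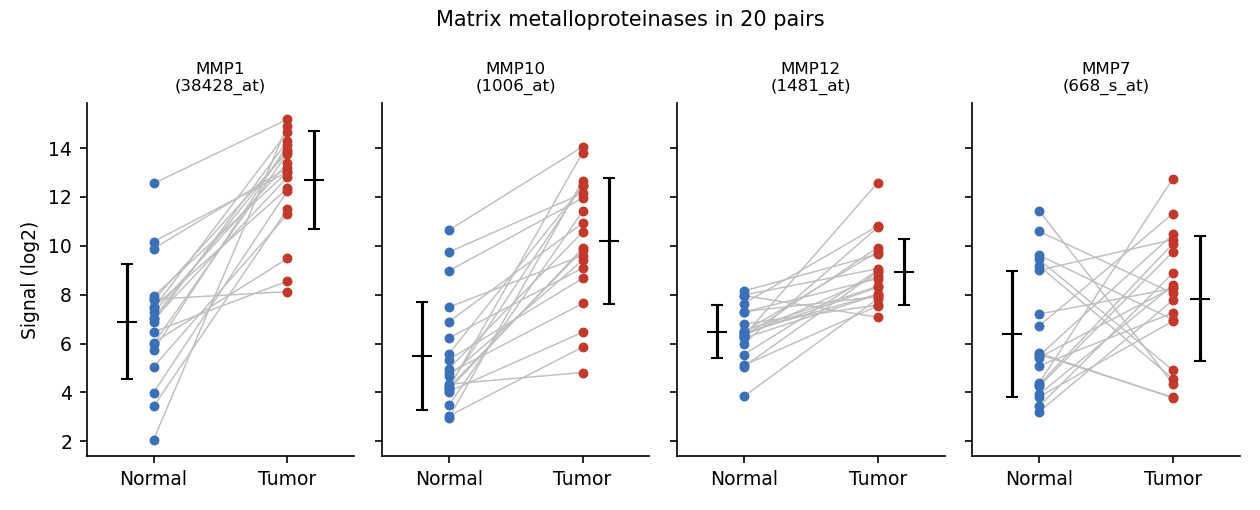
Signal (log2) of MMP1, MMP10, MMP12 and MMP7 in matched normal mucosa (blue) and tumor (red) of 20 patients, with grey lines joining the pairs and black bars for mean and SD. The mean of MMP10 is 5.49 in normal mucosa and 10.18 in tumor, and that of MMP12 is 6.48 and 8.92.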

Matrix metalloproteinases (MMPs), a family of 23 human zinc-dependent extracellular endopeptidases involved in the degradation of extracellular matrix and basement membrane during tumor cell invasion, have been implicated in a number of different human tumors including head and neck SCC [14,15]. Not surprisingly, enhanced *MMP-1 *expression has been found to be associated with malignant progression as well as poor outcome in head and neck SCC [15-17]. Likewise, *MMP-7 *and *MMP-12 *have both been implicated in tumor aggressiveness in oral SCC [18]. 

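KRT16, a keratin of hyperproliferative epithelium, is measured by a pair of probe sets and was higher in tumor in 20 of 20 pairs with both. The changes were 4.59 (SE 0.523, limma adjusted p = 2.61e-06) and 3.53 (SE 0.431, adjusted p = 4.86e-06). In the unpaired patients they were 3.29 (adjusted p = 0.0666) and 2.36 (adjusted p = 0.0745). KRT17 was not analysed here. Of 13 genes of basal and hyperproliferative keratinocytes, 12 rose and none fell (13 rose adjusted over the list alone), with camera adjusted p = 4.65e-10 and adjusted p = 0.141 with an estimated correlation. KRT14 rose by 3.59 (SE 0.569, adjusted p = 6.17e-05, 20 pairs higher) and its partner KRT5 by 2.85 (SE 0.665, adjusted p = 0.00186, 16 pairs higher). PI3, which encodes the elastase inhibitor elafin, rose by 3.86 (SE 0.386, adjusted p = 9.30e-07, 20 pairs higher). The list is called basal or basal keratinocyte for short. It is not limited to basal genes and also holds KRT16, S100A7, PI3 and FABP5.

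Genes of mucosal differentiation were less uniform, with 4 of 19 higher and none lower (4 adjusted over the list alone). KRT10, a keratin of cornifying epithelium, rose by 1.79 (SE 0.270, adjusted p = 3.61e-05, 19 pairs higher) and IVL (involucrin) by 1.83 (SE 0.468, adjusted p = 0.00367, 14 pairs higher). KRT4 and KRT13, the keratins of non-cornifying mucosa, did not pass, with changes of -1.73 (adjusted p = 0.0564) and -1.06 (adjusted p = 0.221). The list median was -0.06 while its mean was 0.21, and camera gave adjusted p = 0.147 in the upward direction. After quantile normalization its median was 0.0042.

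With the skeletal muscle score as a covariate, 5 of the 13 basal genes rose, with a list median of 1.62 (camera adjusted p = 1.91e-08), and KRT5 had a change of 0.92 (SE 0.709, adjusted p = 0.371). The change of IVL there was 1.61 (SE 0.651, adjusted p = 0.0891), somewhat smaller and with a larger error, so that it no longer passed. Without the 5 pairs whose normal mucosa formed a branch of its own, the median of the basal list was 1.83 and 11 genes rose.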

Genes that have been shown to be involved in epithelial development and differentiation such as the cytokeratins KRT16 and KRT17 were found to be overexpessed. In their study investigating RNA from head and neck SCC and normal tissues, Villaret et al. (2000) found *KRT6 *and *KRT16 *to be the genes most commonly expressed [19]. Similarly, *KRT16 *has also been found to be highly expressed in squamous cell carcinoma of the skin [20]. In addition, those that play a role in angiogenesis, such as hypoxia-inducible factor (*HIF-1α*) and platelet-derived endothelial cell growth factor (*ECGF1*) were also overexpressed. 

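HIF1A, the oxygen-regulated transcription factor gene, rose by 1.83 (SE 0.199, limma adjusted p = 1.79e-06) and was higher in tumor in 20 of 20 pairs. ECGF1, now named TYMP for thymidine phosphorylase, rose by 3.77 (SE 0.411, adjusted p = 1.79e-06) with its Table 2 probe set and by 4.58 (SE 0.396, adjusted p = 2.29e-07) with the other, in 20 of 20 pairs each. In the unpaired patients the changes were 1.52 for HIF1A (adjusted p = 0.0182) and 3.80 for TYMP (adjusted p = 7.33e-05).

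Of 22 genes of hypoxia and glycolysis, 11 rose and 2 fell (14 and 2 adjusted over the list alone), with camera adjusted p = 3.53e-05 and adjusted p = 0.131 with an estimated correlation. NDRG1, a hypoxia-induced gene, rose by 1.92 (SE 0.312, adjusted p = 7.93e-05, 19 pairs higher) and ENO1, an enolase gene, by 1.74 (SE 0.251, adjusted p = 2.26e-05, 18 pairs higher). ALDOA, the aldolase isoform of muscle, fell by 1.18 (SE 0.319, adjusted p = 0.00529, 15 pairs lower) and GAPDH by 0.45 (SE 0.182, adjusted p = 0.0480, 15 pairs lower). With the skeletal muscle score as a covariate 7 of these 22 genes rose, and the list median was 0.69 against 0.65 without it (camera adjusted p = 4.49e-07). ALDOA had a change of -0.19 (SE 0.319, adjusted p = 0.702) there and GAPDH one of 0.18 (SE 0.158, adjusted p = 0.435).

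Angiogenesis genes went both ways, with 3 of 16 higher and 6 lower (3 and 6 adjusted over the list alone), and camera gave adjusted p = 0.921. VEGFC rose by 2.16 (SE 0.540, adjusted p = 0.00305, 15 pairs higher) and ANGPT1, an endothelial growth factor gene, fell by 1.51 (SE 0.231, adjusted p = 4.20e-05, 19 pairs lower). With the covariate the change of VEGFC was 1.49 (SE 0.727, adjusted p = 0.152), smaller and with a larger error. VEGFA had a change of -0.04 (adjusted p = 0.920). The list median was -0.16 and its mean 0.11.

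**Figure D3:**
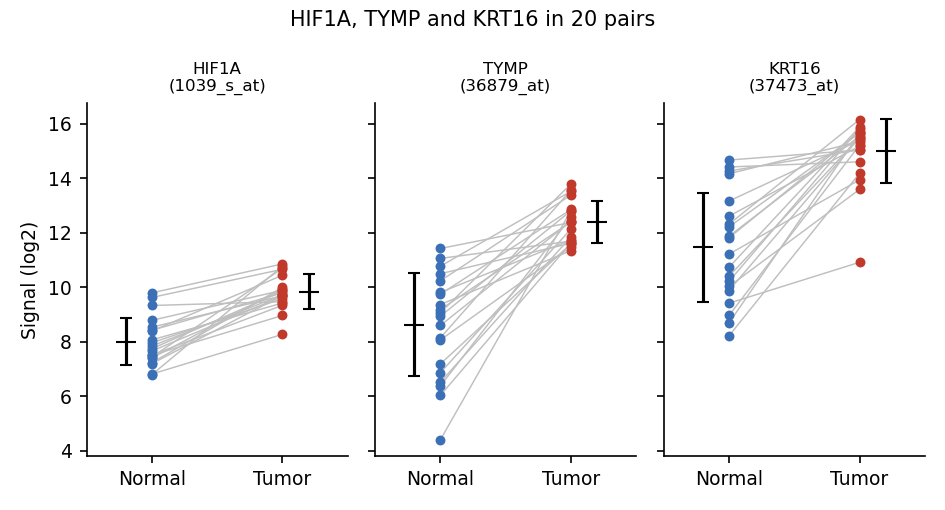
Signal (log2) of HIF1A, TYMP and KRT16 in matched normal mucosa (blue) and tumor (red) of 20 patients, with grey lines joining the pairs and black bars for mean and SD. HIF1A has a mean of 8.00 in normal mucosa and 9.83 in tumor, and TYMP 8.61 and 12.38.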

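TSPAN8, RCAN2 and SELENBP1, the current names of CO-029, ZAKI-4 and hSBP, were lower in tumor in 20 of 20 pairs each. TSPAN8, a tetraspanin of the cell surface, fell by 3.14 (SE 0.436, limma adjusted p = 1.57e-05). RCAN2, a regulator of calcineurin, fell by 2.29 (SE 0.211, adjusted p = 4.95e-07) and SELENBP1, a selenium-binding protein gene, by 3.01 (SE 0.280, adjusted p = 4.95e-07). All 3 were also lower in the unpaired patients, by log2 changes of -4.40 for TSPAN8 (adjusted p = 0.00239), -1.89 for RCAN2 (adjusted p = 0.0155) and -3.38 for SELENBP1 (adjusted p = 7.34e-05). Detection calls were not analysed here, so a fall does not say that a transcript was absent.

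Genes of mitochondrial fatty acid oxidation fell as a group, 15 of 18 being lower and none higher (17 lower adjusted over the list alone). ACADM, an acyl-CoA dehydrogenase gene, fell by 2.14 (SE 0.297, adjusted p = 1.59e-05, 20 pairs lower), HADHB, a subunit gene of the trifunctional protein, by 1.29 (SE 0.199, adjusted p = 4.84e-05, 19 pairs lower) and ACAA2, a thiolase gene of Table 2, by 1.79 (SE 0.246, adjusted p = 1.45e-05, 19 pairs lower). The list had a median change of -1.25, with camera adjusted p = 6.53e-07 and adjusted p = 0.189 with an estimated correlation. With the skeletal muscle score as a covariate 10 of these genes fell.

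**Figure D4:**
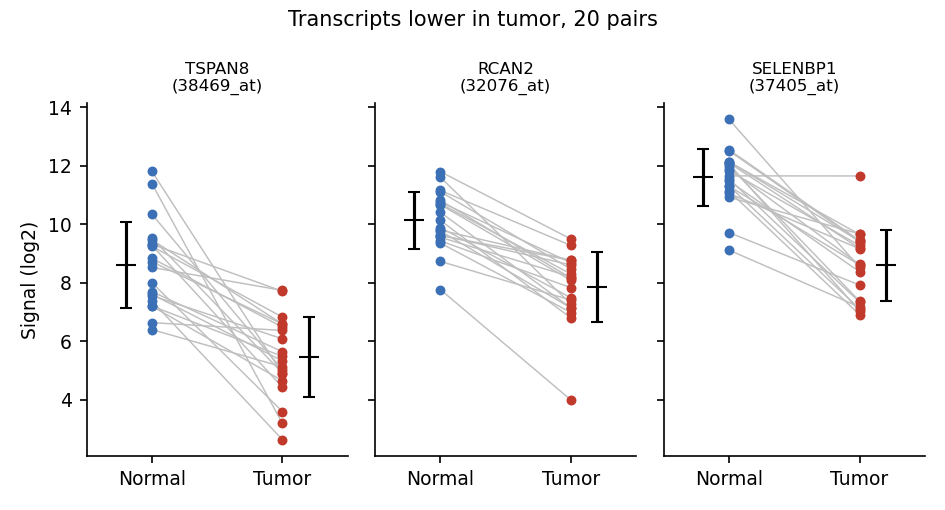
Signal (log2) of TSPAN8, RCAN2 and SELENBP1 in matched normal mucosa (blue) and tumor (red) of 20 patients, with grey lines joining the pairs and black bars for mean and SD. The mean of SELENBP1 is 11.60 in normal mucosa and 8.59 in tumor, and that of TSPAN8 is 8.60 and 5.46.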

Several transcripts were found to be significantly under-expressed or absent in tumor compared with matched normal tissues including those that encode for cell surface (CO-029), nuclear (ZAKI-4) and extracellular proteins (hSBP).

**Table 2:** Genes differentially expressed between oral tongue tumor and case-matched histologically normal mucosae (TN paired, n = 20)

Accession	Sequence identity (GenBank/EMBL)	Average log fold change
**Nuclear proteins (transcription factors, DNA processing enzymes)**		

AJ001381	Mutated allele of a myosin class I, myh-1c	5.24

D28364	Annexin II	4.61

M92383	Thymosin beta-10	3.75

U22431	Hypoxia-inducible factor 1 alpha (HIF-1 alpha)	3.47

M86400	Phospholipase A2	3.27

L19779	Histone H2A.2	2.99

U10860	Guanosine 5-monophosphate synthase	2.71

U12472, U21689	Glutathione S-transferase (GST phi)	2.70

J04173	Phosphoglycerate mutase (PGAM-B)	2.69

AL009179	Histone H2B	2.58

D13748	Eukaryotic initiation factor 4AI	2.57

S79639	Exostosin 1 (EXT1)	2.39

AL049650	snRNP (small nuclear ribonucleoprotein particle) protein B)	2.35

	Ras-Like Protein Tc4	2.27

D26599	Proteasome subunit HsC7-I	2.04

X82554	SPHAR gene for cyclin-related protein	-1.89

U40490	Human nicotinamide nucleotide transhydrogenase	-3.53

D83407	ZAKI-4 in human skin fibroblast	-5.31

**Cytokines, growth factors and receptors**		

NM001953, M63193	Platelet-derived endothelial cell growth factor (ECGF1)	15.89

M77349	Transforming growth factor-beta induced gene product (BIGH3)	6.17

U73377	p66shc (SHC)	2.37

M35252	Tumor associated antigen CO-029	-9.42

**Signaling molecules**		

AF054183	GTP binding protein	2.00

U78525	Eukaryotic translation initiation factor (eIF3)	1.89

**Metabolic enzymes, transporters, ion channels**		

AF042498	Rod photoreceptor CNG-channel beta subunit (RCNC2)	6.73

M94856	Fatty acid binding protein homologue (PA-FABP)	5.24

M91670	Ubiquitin carrier protein (E2-EPF)	3.52

J03626	UMP synthase	2.54

D50840	Ceramide glucosyltransferase	2.54

U89606	Pyridoxal kinase	2.41

**Accession**	**Sequence identity (GenBank/EMBL)**	**Average log fold change**

X52851	Cyclophilin	2.22

X97074	Clathrin-associated protein	2.07

S81003	L-UBC = ubiquitin conjugating enzyme	2.04

U09510	Glycyl-tRNA synthetase	1.96

D25547	PIMT isozyme I	1.87

AF052941	DAP-kinase related protein 1	-2.12

D16294	Mitochondrial 3-oxoacyl-CoA thiolase	-3.59

**Extracellular proteins**		

M13509	Skin collagenase (MMP1)	34.18

X07820	Stromelysin-2 (MMP7)	15.89

L10343	Elafin	9.95

L23808	Macrophage metalloelastase (MME, MMP12)	7.67

U29091	Human selenium-binding protein (hSBP)	-5.41

**Others**		

AB018342	KIAA0799	4.44

D21261	KIAA0120	2.59

AB014515	KIAA0615	2.42

AB007889	KIAA0429	2.09

AA586894	EST	14.57

AA010777	EST	14.12

L05424	EST	5.76

AI885852	EST	4.03

Z98946	EST	3.42

AC002073	EST	3.17

AF053356	EST	1.73

AB028994	KIAA1071	-6.08

D42047	KIAA0089	-4.68

AB007972	KIAA0503	-3.96

AF007153	EST	-5.35

AI674208	EST	-3.57

AL080059	EST	-3.12

AL049381	EST	-2.93

AW021542	EST	-2.60

### Hierarchical clustering analysis

Four separate clustering analyses were performed: (1) All tumor and normal samples (TN, n = 37), (2) the tumor and their matched normal samples (TN paired, n = 20); (3) the tumor samples by themselves (T, n = 31); and (4) the normal samples by themselves (N, n = 26). The data were clustered using the standard hierarchical method with ward linkage and using the Pearson correlation to determine the distance function. The distance between samples was dist = (1-p)/2 where p is the correlation coefficient. 

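Trees were computed from the log2 signal of 31 tumors and 26 normal mucosae of 37 patients with the stated linkage and distance. Without detection calls, the 6279 probe sets with a mean log2 signal above the median of all means in each set of arrays were used. Each tree was divided into its 2 top branches. Gaussian noise with an SD of 0.25 was added on the log2 scale to make 1000 replica trees, and a division was counted when a replica gave the same 2 branches. An array was counted as misplaced when it lay in the branch held mostly by the other tissue.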

Before clustering, the data was filtered to remove genes that were scored Absent (A) by the MAS5.0 software in 75% or more of the samples as they are likely to be measuring noise in the system. To assess the robustness of the clustering results, a resampling method was used to create 1000 replica datasets by adding Guassian noise to each point. These 1000 data sets were individually clustered and then a consensus tree was built from them. The number at each node in the tree indicates how often that subtree appears in the 1000 replica trees. The higher the number, the more robust is the subtree. The samples from the TN cluster set clearly segregated the tumor from the normal samples (Figure 1A). Similarly, TN paired set separated the tumor samples from their matched normal counterparts (Figure 1B). 

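In the tree of all 57 arrays, 30 of 31 tumors lay in a branch of 38 arrays together with 8 normal mucosae. The other branch held 18 normal mucosae and 1 tumor, so that 9 of 57 arrays were misplaced. This division appeared in 900 of 1000 replica trees, but in 362 with a noise SD of 0.5, and its mean silhouette width was 0.393. Between arrays the correlation ranged from 0.391 to 0.928 with a median of 0.722. With average linkage the top division set 1 normal mucosa apart, and 25 arrays were misplaced. With all probe sets and with the 3140 probe sets of highest mean 6 arrays were misplaced each, with the division in 715 and 895 of 1000 replicas, and with centred probe sets 8, in 129.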

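Of the paired samples, 19 of 20 tumors and 3 normal mucosae lay in a branch of 22 arrays, and 17 normal mucosae and 1 tumor in the branch of 18. The number of misplaced arrays was 4 of 40, and in 16 of 20 patients tumor and normal mucosa lay in different branches. The division appeared in 662 of 1000 replica trees, and in 473 with a noise SD of 0.5, with a mean silhouette width of 0.390. Average linkage set 1 normal mucosa apart here too, with 19 arrays misplaced. With all probe sets 5 were misplaced (the division in 997 of 1000 replicas), with the 3140 probe sets of highest mean 4 (in 1000) and with centred probe sets 3 (in 888). The paper states on the basis of the trees that tumor and normal tissue segregate.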

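Tumor changes in the pairs had the same sign in patients who contributed a single tissue for most called probe sets. Of the 5579 probe sets called in pairs, 5283 (94.7%) had the same sign in the 17 unpaired patients, 1799 of the higher (95.2%) and 3484 of the lower (94.4%). MMP13 rose in these patients by 4.60 (adjusted p = 0.0172) and ISG15, an interferon-induced gene, by 3.44 (adjusted p = 0.00198). MYH11, the smooth muscle myosin gene, fell by 3.64 (adjusted p = 0.00208) and CFD, which encodes adipsin, by 2.33 (adjusted p = 0.000789). In these 11 tumors and 6 normal mucosae limma called 879 probe sets, 432 higher and 447 lower. Of these, 785 were called in the same direction in the pairs and none in the opposite one. The 409 shared higher calls compare with 65.0 for independent lists of the same lengths, and the 376 shared lower calls with 131.

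Over all 57 arrays 6868 probe sets passed, 2285 higher and 4583 lower. The log2 changes of the pairs and of all 57 arrays had a Pearson correlation of 0.987 (Spearman 0.982), with probe sets not being independent replicates. The comparisons share 40 arrays. With tissue labels exchanged within pairs the correlation had a median of 0.885 (0.713 to 0.971), and the covariance was 0.0893 against 0.703 with the true labels. Between the pairs and the unpaired patients, who share no array, the correlation was 0.786 (Spearman 0.744). A test of the difference between these groups called 0 probe sets in limma, with 434 at unadjusted p < 0.05.

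**Figure D5:**
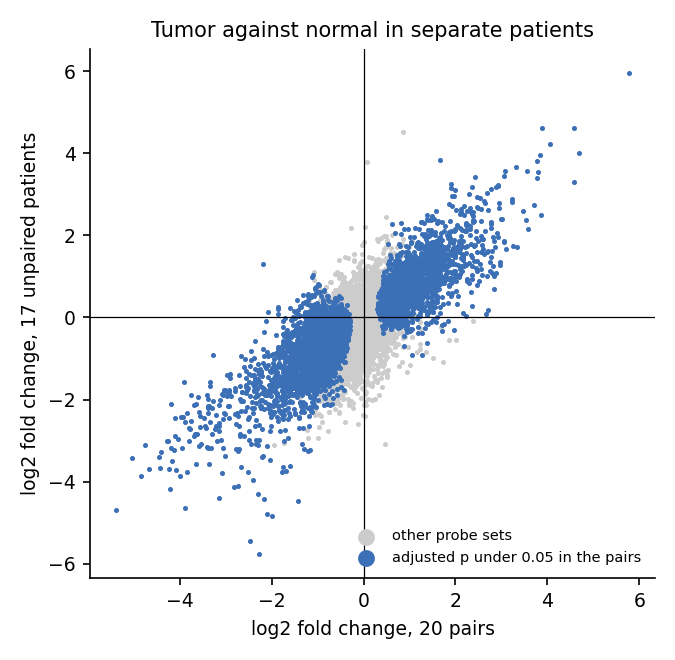
Each point is a probe set, with the log2 change, tumor over normal, in 20 pairs on the horizontal axis and in 17 unpaired patients on the vertical axis, blue where it passed in the pairs and grey elsewhere. Most blue points (94.7%) have the same sign on both axes.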

The two clusters exhibit nearly identical patterns of gene expression changes. As shown on Table 2, the genes that were overexpressed included those involved in tumor invasion, epithelial development and angiogenesis. In contrast, however, clustering analysis failed to show significant segregation of patients based on expression profiling in both the T and N cluster sets possibly due to the heterogeneous nature of the samples as well as the relatively small number of samples in this study (Figure 2).

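Among the normal mucosae, 5 samples with low keratin and high muscle gene signal formed a branch of their own. KRT5 (log2) was 5.86 to 10.17 in these 5, against a median of 15.01 in the other 21, and KRT14 was 5.45 to 11.75 against 14.44. TTN, the titin gene, was 15.08 to 15.85 against a median of 13.44, and MB, the myoglobin gene, 15.89 to 16.81 against 14.98. The mean level of skeletal muscle genes relative to all 57 arrays was 3.62 to 5.21 in the 5 samples and -3.73 to 4.00 in the others. For basal keratinocyte genes it was -6.22 to -2.46, against -4.18 to 2.02. These groups were defined from the data, so no test is given.

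The division of the normal samples into 21 and 5 appeared in 1000 of 1000 replica trees, with a mean silhouette width of 0.315. With all probe sets the smaller branch held 6 samples and with average linkage 1, none of them among these 5. With the 3140 probe sets of highest mean it held the same 5 in 1000 of 1000 replicas, and with centred probe sets 8, among them these 5. Tumors alone divided into 29 and 2 in 742 of 1000 replica trees, with a mean silhouette width of 0.397, and into 16 and 15 when the 3140 probe sets with the highest means were used. Between tumors the median correlation was 0.820 (0.524 to 0.926), and between normal samples 0.708 (0.339 to 0.926). The paper proposes mixed samples and their small number as possible reasons why patients did not separate.

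**Figure D6:**
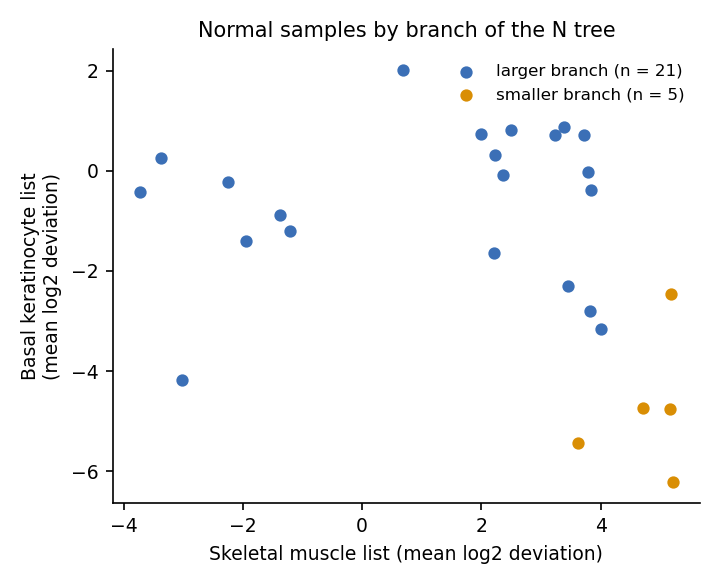
Each point is a normal sample, with its mean log2 deviation from all 57 arrays over skeletal muscle genes on the horizontal axis and over basal keratinocyte genes on the vertical axis. The 5 samples of the smaller branch (orange) have muscle values of 3.62 to 5.21, and the 21 others are blue.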

**Figure 1:**
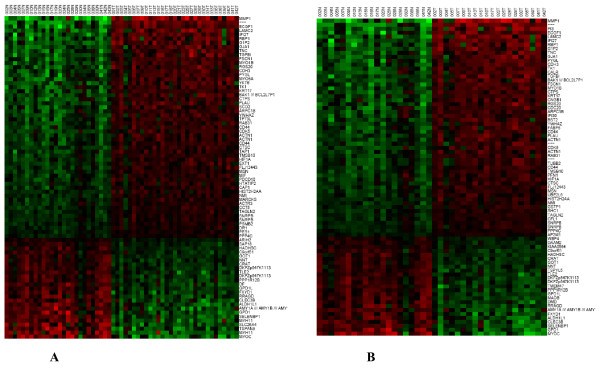
**Hierarchical clustering of the gene expression data for the TN cluster set, N = 37**. A; and the TN paired cluster set, N = 20. B. Approximately 12, 625 genes were clustered using the method described in the text. The genes shown represent the top 80 genes that were up-regulated (red) and down-regulated (green) in the sample sets. The normal tissue (N) and tumor tissue (T) are followed by their corresponding case numbers.

**Figure 2:**
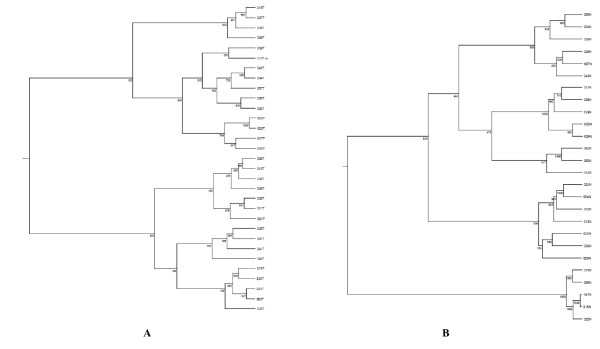
**Hierarchical clustering of tumor (T), N = 31**. A; and normal (N), N = 26. B cluster sets based on the complete panel of 12,000 genes. Horizontal distance represents the correlation of the samples to one another. The numbers at each node represent frequency of the shown pattern using 1,000 iteration bootstrap resampling.

### Assessment of correlation with lymph node status, stage and outcome

We grouped patients with pathologic stages I and II disease into an early-stage disease and grouped patients with pathologic stages III and IV disease into a late-stage disease category. Through statistical regression analysis, we identified genes whose expression differed in tumor versus normal mucosa and those whose expression was most different between the staging subgroups (Table 3A). The same analysis was performed to compare patients without cervical nodal metastasis (N0) to those with nodal disease (N1–N3) (Table 3B). We analyzed data from patients (n = 20) for which tumor and matched normal mucosae were available and not the larger subgroup of patients (n = 37) in order to obtain a more meaningful comparison of gene expression changes between tumor and normal mucosa. We selected three genes, *GLUT3, HSAL2 *and *PACE4 *for further analysis and validation in a larger cohort of 49 patients. We selected genes with known important roles in cellular functions and carcinogenesis and for which antibodies were available. We employed a two-step quantitative RT-PCR to validate expression changes identified by gene array analysis for the three selected genes in all 49 cases. We defined the cut-off value for over-expression as two-fold or greater relative to matched normal controls. Using these criteria, 30.6%, 24.5% and 26.5% of patients expressed high levels of *GLUT3, HSAL2 *and *PACE4*, respectively. We assessed the prognostic significance of expression of the selected genes and various clinicopathological parameters. Univariate analyses demonstrated that *GLUT3 *over-expression correlated with depth of invasion (P < 0.0001), tumor size (P = 0.024), pathological stage (P = 0.009) and recurrence (P = 0.038). *HSAL2 *was positively associated with depth of invasion (P = 0.015) and advanced T stage (P = 0.047). *PACE4 *expression failed to show correlation with clinicopathological parameters. Table 4 depicts the univariate analysis of *GLUT3, HSAL2 *and *PACE4 *expression and various clinicopathologic parameters. In survival studies, only *GLUT3 *showed a prognostic value with disease-free survival (P = 0.049), relapse-free survival (P = 0.002) and overall survival (P = 0.003) (Figure 3). Multivariate analysis with Cox's proportional hazards revealed that all parameters remained independent prognosticators in this group of patients.

**Figure 3:**
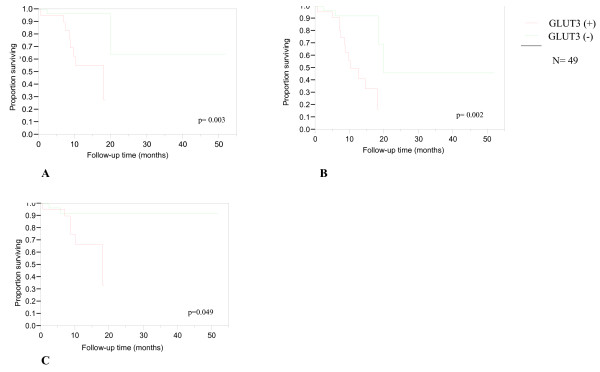
**Kaplan-Meier plot showing over-all survival**. A; relapse-free survival. B; and disease-free survival. C in patients demonstrating GLUT3 over-expression.

**Table 3:** Differentially expressed genes associated with cervical lymph node and pathologic stage status

p-value	Number present	t-score	Accession: Definition/Description or EST name
0.001%	30	5.324	M20681: Human glucose transporter-like protein-III (Glu3)

0.006%	10	4.525	X71125: H. sapiens mRNA for glutamine cyclotransferase

0.011%	10	3.943	X51757: HAP70B Human heat-shock protein HSP70B gene

0.014%	16	4.519	AB028957: H. sapiens mRNA for KIAA1034 protein

0.025%	26	4.261	Protein Phosphatase inhibitor homolog

0.021%	30	4.568	Y12065: H. Sapiens mRNA for nucleolar protein hNop56

0.031%	29	4.272	AB015633: Homo sapiens mRNA for type II membrane protein

0.031%	8	4.517	D78579: Homo sapiens mRNA for neuron derived orphan receptor

0.031%	17	3.764	W25985: 17e6

0.044%	31	3.792	AF007140: Homo sapiens clone 23711 unknown mRNA

0.061%	31	3.659	X86163: H. sapiens mRNA for B2-bradykinin receptor

0.064%	31	3.706	A1935420: wo84c08

0.076%	8	3.188	AB020654: Homo sapiens mRNA for KIAA0847 protein

0.076%	7	3.246	L23959: HUMDP1A Homo sapiens E2F-related transcription factor (DP-1) mRNA

0.090%	31	2.808	AL09674: Homo sapiens mRNA: cDNA DKFZp58600223

0.090%	21	3.544	Z11697: Homo sapiens mRNA for HB 15

0.090%	22	3.813	X98834**: H. sapiens mRNA for zinc finger protein, Hsal2**

0.106%	16	3.720	M81750: H. sapiens myeloid cell nuclear differentiation antigen mRNA

0.106%	25	3.943	S68134: CREM = cyclic AMP-responsive element modulator beta isoform

0.125%	31	3.302	X98296: H. sapiens mRNA for ubiquitin hydrolase

0.147%	26	3.051	U49392: Human allograft inflammatory factor-1 (AIF-1) mRNA

0.193%	7	3.269	AL109669: Homo sapiens mRNA full length insert cDNA clone EUROIMAGE

0.195%	5	2.861	M31166: HUMTSG14A Human tumor necrosis factor-inducible (TSG-14) mRNA

**A**			

**p-value**	**Number present**	**t-score**	**Accession: Definition/Description or EST name**

0.016%	31	4.286	AA402538: Soares ovary tumor NbHOT Homo sapiens cDNA

0.035%	22	3.690	X98834**: H. sapiens mRNA for zinc finger protein, Hsal2**

0.035%	26	3.501	U49392: Human allograft inflammatory factory-1 (ALF-1) mRNA

0.043%	5	3.782	X62055: H. sapiens PTP1C mRNA for protein-tyrosine phosphate

**p-value**	**Number present**	**t-score**	**Accession: Definition/Description or EST name**

0.062%	11	3.514	AB023135: Homo sapiens mRNA for activation-inducible lymphocyte

			immunomediatory molecule AILIM

0.062%	31	3.698	A1828166: wk32h09

0.073%	31	3.761	U85773: Human phosphomannomutase (PMM2) mRNA

0.085%	6	3.501	S67970: ZNF75 = KRAB zinc finger [human, lung fibroblast, mRNA

0.104%	16	3.709	M81750: H. sapiens myeloid cell nuclear differentiation antigen mRNA

0.104%	31	3.824	AA121509:zk88c10.s1

**p-value**	**Number present**	**t-score**	**Accession: Definition/Description or EST name**

0.104%	21	3.023	Z11697: Homo sapiens mRNA for HB15

0.104%	31	3.952	D67031: Homo sapiens ADDL mRNA for adducin-like protein

0.123%	29	3.565	J02923: Human 65-kilodalton phosphoprotein (p65) mRNA

0.123%	21	3.271	L10717: Homo sapiens T cell-specified tyrosine kinase mRNA

0.145%	26	2.955	AL031228:dJ1033B10. 10/Membrane protein with histidine rich charge clusters

0.145%	24	3.512	AB011102: Homo sapiens mRNA for KIAA0530 protein

0.170%	25	2.843	M80482**: Human subtilisin-like protein (PACE4) mRNA**

0.199%	19	3.215	AF072099: Homo sapiens immunoglobulin-like transcript 3protein variant 1 gene

0.199%	28	3.319	J03037: Human carbonic anhydrase II mRNA

0.199%	31	2.979	D21261: Human mRNA for KIAA0120 gene

0.199%	31	3.542	L06797: HUMGPCR Human (clone L5) orphan G protein-coupled receptor mRNA

**B**			

The 20 patients were grouped into early-stage (Stage I and II disease) category and late-stage (Stage III and IV disease) category. A; Similarly, patients without cervical nodal metastasis (N0) were compared to those with nodal disease (N1–N3). B; Genes whose expression in tumor was different in normal mucosa and which were most different between the clinical stage and nodal disease subgroups were identified by statistical regression analysis (t test). The genes identified within the two subgroups are listed. Note that HSAL2 were identified in both subgroups. Only genes that were present in at least 5 samples were included.

**Table 4:** Univariate analysis of clinicopathologic parameters and gene expression

Parameter	GLUT3	HSAL2	PACE4
	p-value		

DOI	p < 0.0001	p = 0.015	NS

Tumor size	p = 0.024	NS	NS

pStage	p = 0.009	NS	NS

Advanced T stage	NS	p = 0.047	NS

Recurrence	p = 0.038	NS	NS

N^+^	NS	NS	NS

DOI = depth of invasion; pStage = pathologic stage; NS = not significant; N^+ ^= presence of lymph node metastasis

Malignant cells show an increased glucose uptake *in vitro *and *in vivo *[21,22]. This process is thought to be mediated by glucose transporters (GLUTs), the expression and activity of which is regulated by oncogenes, growth factors and cytokines [23,24]. Studies of *GLUT *genes in human cancers have shown over-expression of *GLUT1 *and *GLUT3 *in cancers of various sites including the head and neck [25-28]. Recent studies in laryngeal carcinoma demonstrated an association between *GLUT3 *protein levels and poorer outcome [29]. *HSAL2 *is a member of a gene family that encodes a group of putative transcription factors. Evidence from various studies suggests that the *HSAL *gene family is necessary for normal embryonic development and genetic alterations can lead to human congenital defects and cancer [30,31]. *HSAL2 *is thought to have a role as a tumor suppressor gene in ovarian cancer [32]. The present study suggests the potential role of *GLUT3 *and *HSAL2 *in oral tongue SCC. Proprotein convertases (PC) are a family of serine endoproteases that play important roles in regulating cell function by converting proproteins to biologically active molecules such as neuropeptides and polypeptide hormones, protein tyrosine phosphatases, growth factors and their receptors, and enzymes including MMPs. Numerous members of the PC family have been associated with invasion and proliferation in various cancers including head and neck, breast and lung cancers [33-35]. PCs are thought to activate certain substrates that may play a significant role in carcinogenesis. Among these substrates are MMPs which are known to be involved in the degradation of extracellular matrix, a key process in the initiation of tumor microinvasion into the connective tissue. PACE4, a member of the PC family, activates membrane type MMPs (MT-MMPs). Bassi et al. demonstrated that *PACE4 *expression results in enhanced susceptibility to carcinogenesis in *vivo *[35]. In the present study, *PACE4 *failed to show clinical significance when validated by real-time RT-PCR likely due to the small sample size and heterogeneous nature of the specimens.

There is growing literature on the use of microarray technology to examine genomewide genetic expression changes associated with head and neck SCC development and to identify biomarkers as it relates to response to therapy and clinical outcome [5-10]. However, there is discordance among the studies. Furthermore, the biomarkers often lack predictive power. Two important limitations of the studies to date are the heterogeneity in subsites analyzed and the small number of study samples. Our study as well as that of others addressed the former by focusing only on oral tongue SCC [36-38]. Carinci et al. analyzed gene expression in 9 specimens with dysplasia, 8 with oral tongue SCC with no metastasis, and 11 with metastatic oral tongue SCC. Several genes were identified as potential markers of oral tongue progression and metastasis [36]. Shimada and colleagues identified 16 genes that were upregulated in 4 oral tongue SCC specimens. One gene, *RabIA*, a member of the *Ras *oncogene, was chosen and validated at the RNA and protein levels [37]. In a study by Zhou et al., 25 primary oral tongue SCC were classified based on lymph node status and the presence of extracapsular spread. Among the genes that were shown to be associated with metastasis included *MMP-9 *[38].

Our findings show overexpression of numerous genes that have been previously shown in other DNA microarray studies to have a potential role in the development of head and neck carcinogenesis; these include *MMP-1 *and *KRT16*. Furthermore, we have identified and validated *GLUT3 *and *HSAL2 *to be potential prognosticator of head and neck SCC. Although the present study, like the others, is based on a relatively small number of patients and the findings do not allow us to draw definitive conclusion regarding their biological importance, it is the first to use large scale transcriptional profiling for predicting survival outcome in oral tongue SCC.

## Conclusion

The use of high-density oligonucleotide probe arrays to identify gene expression differences between oral tongue SCC and normal tissues provide powerful means to decode the molecular events involved in the genesis and progression of oral SCC. Although these initial findings will need to be validated in relationship to clinical parameters and outcome in larger patient cohorts, the characterization of genes identified to be significant predictors by oligonucleotide microarray analysis may provide novel targets for the prognostication and treatment of oral cavity cancer. Finally, a large multi-institutional study including specimens of uniform characteristics using independent techniques to verify gene expression at the RNA, DNA and protein levels will be vital in reaching our ultimate of goal of improving the care of head and neck cancer patients.

## Abbreviations

SCC: squamous cell carcinoma; CGH: comparative genomic hybridization; RT: reverse transcription; PCR: polymerase chain reaction; RR: risk ratio; CI: confidence intervals; EST: expressed sequence tag.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

CLE and PO performed all RNA extraction, RNA preparation and real-time RT-PCR experiments and correlation and outcome analysis. They also drafted the manuscript. ST, TW and YY collected clinical data on patients involved in the study. NS performed all statistical analysis of the microarray data. DLC and RG reviewed all the histologic specimens. JOB, DHK, SP, ARS, RJW, JMH and JPS assisted in the drafting of the manuscript. YR and BS supervised all work and aided in the drafting of the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/9/11/prepub

How the deposited data were processed for this re-analysis (not part of the article)

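Gene expression had been measured on Affymetrix HG_U95Av2 arrays in 58 tissue samples: 31 tumors and 26 normal mucosae of 37 patients and 1 sample labelled LN. The authors deposited signal intensity values on a linear scale. The paper names MicroArray Suite 5.0, while the sample labels name affy with no version, and the values were used as deposited. On every array the mean without the lowest and highest 2% of values was 500, so the arrays had been scaled to a common level. The median signal ranged from 159 to 240 in tumors (median 183) and from 145 to 282 in normal mucosae (median 207). Background, noise and detection calls per array were not analysed here, so no limit of detection is given.

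Values were converted to log2 after raising those below 1 to 1. Affymetrix control probe sets were left out. Probe sets were named with the platform annotation, which holds 8226 single symbols, 8219 of them in the RefSeq gene table used. Where a gene of a list had several probe sets, the probe set with the highest mean was taken. Tumor and normal mucosa of 20 patients were compared with limma 3.58.1 in R 4.3.3 with the patient as a block. The 17 patients with a single tissue (11 tumors, 6 normal mucosae) were compared without a block, and all 57 arrays with the patient as a random block, for which the estimated correlation was 0.113.

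The pairing comes from the case labels. It was checked by correlating the tumor and normal samples after removing the mean of each tissue: the mean correlation was 0.081 within pairs and -0.003 between samples of different patients, 9 of 20 pairs were above 0.1, and 1 tumor was closest to normal mucosa of the same patient. A check for exchanged samples found 0 of 20 pairs discordant. Such a check cannot find every exchange, and the correlations within pairs were low, so the pairing rests on the case labels. The highest correlation between any 2 of the 57 tumor and normal arrays was 0.928. The ratio of 3' to 5' control probe sets did not differ by permutation between tumor and normal mucosa, for beta-actin (difference 0.30, p = 0.255) or GAPDH (difference 0.02, p = 0.908).

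The following choices were fixed before the data were examined: the comparisons, 28 gene lists (15 of pathways, 12 of cell types and 1 of sample handling), the threshold, most alternatives, and the rule for the genes named. The rule takes the genes named in the results text, the matched Table 2 genes, the 12 largest rises and falls with the same direction in at least 18 pairs, up to 4 called genes per list by p-value, and GLUT3, HSAL2 and PACE4. Values in the tables of the paper had been seen when it was written. KRT17, named in the results text, has no probe set with a single symbol and was not analysed. A few other list members are named as examples or because they did not pass. Lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation. A list score is the mean log2 deviation of its genes from their means over all 57 arrays.

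Trees were computed with scipy 1.17.1 and scikit-learn 1.9.0 in Python 3.11.15 with numpy 2.4.6, and figures with matplotlib 3.10.9. Calls under exchanged labels were counted over 100 splits that include the real one. The paired comparison was tested on simulated data with 12558 probe sets, 100 of them changed per size: a log2 change of 1 was recovered for 58% and of 2 for 99%, with 5.4% false calls. With 17 unpaired samples the shares were 11% and 67%, with 10.3% false calls. The simulated data gave 166 and 87 calls, against 5579 and 879 in the real data. These shares therefore need not hold for the real data. Alternatives changed the scaling, the filter on low signal, the offset before log2, the prior, the p-value adjustment, the test, the block, the pairs used, and in trees the probe sets, linkage, noise and centring. A skeletal muscle covariate and the omission of 5 pairs were added later. The comparisons by stage and nodal status, the RT-PCR and the survival data were not analysed here.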

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

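Which values to give for the sample labelled LN was decided after the paired results were seen, and no test was run on that sample. Among the 6 unpaired normal mucosae, 1 sample was far from the others in red blood cell genes, with a score of 2.09 against -0.54 to 0.41 in the rest. Its gap ratio was 0.637, with a critical value of 0.625. This was 1 of 28 gene lists scored in the same 6 samples, and about 1 in 20 such tests would pass by chance. The tests share their samples and so are not independent. Over all 26 normal mucosae the red blood cell score ranged from -0.54 to 2.38, which includes this value.

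The sample labelled LN is in the deposited data and was not analysed in the paper. Its scores lay above those of all 26 normal mucosae for matrix metalloproteinases (1.32, normals -1.79 to 0.81), collagens and stromal matrix (2.28, normals -2.14 to 0.37), laminin-332, integrins and plasminogen activation (1.24, normals -1.88 to 0.41) and hypoxia and glycolysis (1.07, normals -1.19 to 0.03). The same held for interferon response (1.33, normals -1.99 to 0.23) and macrophage and monocyte genes (1.68, normals -1.98 to 0.91), the latter also above all 31 tumors. Its mucosal differentiation score of -2.40 lay below all tumors (-2.36 to 2.23) and above 1 normal mucosa. Its basal keratinocyte score of -1.96 lay above 1 tumor and 9 normal mucosae. Below all normal mucosae were its scores for skeletal muscle (-3.99, normals -3.73 to 5.21), mitochondrial fatty acid oxidation (-0.80, normals -0.58 to 1.82), alcohol and xenobiotic metabolism (-1.05, normals -0.03 to 1.52), salivary gland (-0.92, normals -0.85 to 4.08) and Schwann cell and melanocyte genes (-0.63, normals -0.39 to 1.48). Log2 signals above all normals were found for MMP1 (13.44, normals 2.07 to 12.55), MMP10 (12.75, normals 2.41 to 10.64), MMP12 (12.17, normals 2.72 to 8.90) and HIF1A (10.23, normals 6.79 to 9.79). Its correlation with the tumor of the same patient was 0.936, the highest of 31 tumors (median 0.806), and with normal mucosa of that patient 0.488.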

How the results depend on the processing

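The skeletal muscle covariate and the omission of 5 pairs were chosen after results were seen. The number of called probe sets depended most on the adjustment and on the muscle covariate. Bonferroni gave 526 (283 higher, 243 lower), a plain paired t-test with Bonferroni 466 (259 and 207), and one with Holm and at least 1.7-fold 435 (242 and 193). The muscle covariate gave 2059 (684 and 1375), and omitting the 5 pairs with a normal sample in the smaller branch left 1243 higher. Lower calls numbered 2120 after quantile normalization and 2256 with centred arrays. Only probe sets above the median signal gave 3258 calls, 1668 of them lower, with fewer tested. Leaving out each pair in turn gave 5055 to 5806 calls. Without the patient as a block 5222 passed in the pairs, and 6539 against 6868 with it over all tumor and normal arrays. Of the named genes 1 lost its call in the pairs without the block, and the gene lists kept theirs. How far signals stood above background was not analysed here, which limits the calls at low signal: of 2521 calls below the median signal 2128 were lower, and the median change there was -0.49, against -0.03 above it.

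No gene of the rule reversed in the alternatives on the pairs or on all 57 arrays. In the unpaired patients CD27 (-0.18, pairs 1.71), KRT1 (-0.11, pairs 1.59) and ELANE (0.09, pairs -0.84) had the opposite sign, none of them called there. GAPDH, named as a list member, had a positive change with the muscle covariate (0.18). The call was lost for 27 named genes with the muscle covariate, 9 without the 5 pairs, 4 after quantile normalization, 3 with centred arrays and 2 with 32 added before log2. PACE4 passed over all 57 arrays (-0.63) and when 1 pair was left out (-0.72), with -0.46 at the other end of that range. With an estimated correlation camera called 0 lists higher and 0 lower, with 7 at unadjusted p < 0.05 and a smallest adjusted p of 0.131.

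Lists turned either in the sign of the median or in the direction camera gave, none of them called except skeletal muscle. The median of mucosal differentiation was 0.0042 after quantile normalization and 0.14 with centred arrays. In camera alone this list turned downward in the unpaired patients (median -1.03). Angiogenesis had a positive median with centred arrays (0.04), and camera turned from upward to downward with the mean of all probe sets of a gene (-0.21), after quantile normalization (-0.055) and without the 5 pairs (-0.31). The muscle covariate gave -0.079 for proprotein convertases and 0.060 for skeletal muscle genes, from which it is made. For immediate early genes camera turned upward in the unpaired patients (median -0.014). For B and plasma cell genes it turned downward in the unpaired patients (-0.53) and with the covariate (-0.68), while quantile normalization gave a positive median (0.14). Mast cell genes had 0.10 in the unpaired patients and 0.24 after quantile normalization.

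Correlations of changes for probe sets above the median signal were 0.993 (pairs and all arrays) and 0.853 (pairs and unpaired). Average linkage misplaced 25 arrays in the TN tree and 19 in the TN paired tree. The smaller branch of tumors held 1 array with all probe sets, 15 with the 3140 of highest mean, 1 with average linkage and 14 with centred probe sets. For normal samples it held 1 with average linkage, 6 with all probe sets and 8 with centred probe sets. Of the 5 samples of the smaller branch it held 0, 0 and 5. With the 3140 probe sets of highest mean and with a noise SD of 0.5 it was exactly these 5 (1000 of 1000 replicas each), so the branch depends on the linkage and on probe sets of low signal. With a noise SD of 0.5 the TN division appeared in 362 of 1000 replica trees and the TN paired one in 473, and with centred probe sets that of TN in 129. The TN paired division appeared in 662 with the settings used, and the divisions of that tree with all probe sets, with the 3140 of highest mean and with centred probe sets in 997, 1000 and 888 (5, 4 and 3 arrays misplaced). Apart from the fewer probe sets tested and the covariate made of muscle genes, the cause was not tested.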

Differences from the paper's values

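The paper reports 77 probe sets that differ (P < 0.05), 60 increased and 17 decreased, while 5579, 1889 and 3690 passed here. The paper does not state an adjustment for this number. All other settings tried, chosen before the data were examined, differ from it as well. The closest was a plain paired t-test with Holm adjustment and at least a 1.7-fold change, with 435, 242 and 193.

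For MMP1 the paper gives 34.18-fold, and the value here is 54.9-fold. It also differs as the mean of the ratios (464) and after quantile normalization (58.5). The choice of probe set cannot change it, since MMP1 has only 1. The value does not differ from the paper's as the ratio of the means (23.6) or with 32 added before log2 (36.3). Neither does it with the muscle covariate (28.6) or without the 5 pairs whose normal sample lay in the smaller branch (36.0), both chosen after seeing the values, and of the 49 matched entries called here these drop 2 and 0. For an EST that is annotated as CD44 the paper gives 5.76-fold and the value here is 1.90-fold. That differs also as the mean of the ratios (2.35), the ratio of the means (1.94), with 32 added (1.86) and after quantile normalization (1.80), but not with the CD44 probe set of the largest change (6.18). For MMP10 the paper gives 15.89-fold and the value here is 25.8-fold (29.7 after quantile normalization). That is also more than 1.5 times the paper's, but within the SD over pairs, a limit that was not applied to MMP1 as the leading result; as the mean of the ratios (128) it exceeds both limits. It is within 1.5-fold as the ratio of the means (18.8) and with 32 added (13.5), and also with the muscle covariate (13.3) and without the 5 pairs (15.3), which were chosen after seeing the values and drop 2 and 0 of the 49 entries. Within 1.5-fold of the paper were 45 of 49 matched entries, and the median ratio was 1.00. The heading of Table 2 calls its values log fold changes. They were read here as linear folds, as the text of the paper gives that of MMP1.

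The paper calls MMP7 overexpressed. Its probe set did not pass here (change 1.46, adjusted p = 0.177), and the accession that Table 2 gives for it is annotated as MMP10. The paper states that TN samples clearly segregated, and 9 of 57 arrays were misplaced here, 6 with all probe sets, 6 with the 3140 probe sets of highest mean and 8 with centred probe sets. It also reports no significant segregation of patients among the normal samples. Here 5 of them formed a branch in 1000 of 1000 replica trees, but with all probe sets the smaller branch held 6 other samples (997 of 1000) and with average linkage 1 other sample (998 of 1000). With the 3140 probe sets of highest mean the same 5 formed it (1000 of 1000). Every tree was divided into 2 branches, and added noise tests only how stable a division is. The branches were not compared with patient groups, so they do not contradict the paper's statement.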

Other observations

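Interferon response genes were higher in tumor almost without exception, 24 of 25 rising and none falling (24 adjusted over the list alone; camera adjusted p = 8.13e-16, adjusted p = 0.131 with an estimated correlation). ISG15 rose by 3.05 (SE 0.353, limma adjusted p = 2.79e-06, 19 of 20 pairs higher), BST2 (tetherin) by 2.25 (SE 0.278, adjusted p = 5.26e-06, 18 pairs higher) and TAP1, a peptide transporter gene of antigen presentation, by 1.87 (SE 0.246, adjusted p = 9.39e-06, 19 pairs higher). Of 25 proteasome subunit genes 13 rose and none fell (13 adjusted over the list alone; camera adjusted p = 4.27e-05, adjusted p = 0.343 with an estimated correlation), PSMB2 by 1.11 (SE 0.145, adjusted p = 9.39e-06, 20 pairs higher). Of 24 genes of alcohol and xenobiotic metabolism 17 fell and 1 rose (19 and 1 adjusted over the list alone; camera adjusted p = 0.000162, adjusted p = 0.133 with an estimated correlation). ADH1A, an alcohol dehydrogenase gene, fell by 3.19 (SE 0.490, adjusted p = 4.47e-05, 18 pairs lower) and MAOB by 2.32 (SE 0.248, adjusted p = 1.46e-06, 20 pairs lower), while GSTP1 rose by 1.38 (SE 0.154, adjusted p = 2.25e-06, 20 pairs higher). With the muscle covariate 18 interferon response and 16 proteasome genes rose, and 11 genes of alcohol and xenobiotic metabolism fell and 1 rose. The list medians there were 1.64, 0.64 and -0.99, against 1.63, 0.43 and -0.88 without it. Camera still called these lists (adjusted p = 3.18e-18, adjusted p = 4.77e-15 and adjusted p = 6.92e-05), so no list median became smaller.

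Markers of several cell types were lower in tumor. All but 1 of 33 skeletal muscle genes fell (33 adjusted over the list alone; camera adjusted p = 8.16e-09, adjusted p = 0.343 with an estimated correlation). Of 14 adipocyte genes 12 fell (12 adjusted over the list alone; camera adjusted p = 8.04e-05, adjusted p = 0.277 with an estimated correlation), and GPD1 fell by 3.37 (SE 0.386, adjusted p = 2.68e-06, 20 pairs lower). Of 21 salivary gland genes 16 fell (17 adjusted over the list alone; camera adjusted p = 0.00113, adjusted p = 0.343 with an estimated correlation). With the muscle covariate 10 adipocyte genes and 4 salivary gland genes fell. The list medians there were -2.08 and -1.46, against -1.91 and -1.19 without it. Camera still called both lists lower (adjusted p = 1.04e-05 and adjusted p = 0.00243), so the fewer calls did not come with smaller medians. Falls were also called for 7 of 10 smooth muscle genes (8 adjusted over the list alone; camera adjusted p = 0.0197), 6 of 10 endothelial genes (6; camera adjusted p = 0.0154), among them CLDN5, by 2.14 (SE 0.276, adjusted p = 7.76e-06, 20 pairs lower), and all 3 red blood cell genes (3; camera adjusted p = 0.0120). With an estimated correlation these gave adjusted p = 0.343, adjusted p = 0.343 and adjusted p = 0.131. With the muscle covariate 3 smooth muscle genes fell and 1 rose (median -1.30 against -1.66 without it, camera adjusted p = 0.0409). The endothelial list had 4 lower there (median -0.51 against -0.73, camera adjusted p = 0.0436). The red blood cell list had 3 (median -1.58 against -1.45, camera adjusted p = 0.0160). Of 15 macrophage and monocyte genes 5 rose and 1 fell (5 and 1 adjusted over the list alone; camera adjusted p = 0.0345, adjusted p = 0.530 with an estimated correlation), with a median of 0.30. That call was not kept with the muscle covariate (median 0.12, 0 genes called, camera adjusted p = 0.208), without the 5 pairs whose normal sample lay in the smaller branch (median 0.10, 1 higher and 2 lower, adjusted p = 0.304) or in the unpaired patients (median 0.26, 0 genes called, adjusted p = 0.157). The endothelial and red blood cell lists were not called in the unpaired patients either (median -0.60, adjusted p = 0.0684, and median -1.78, adjusted p = 0.0723). T cell (2 higher, 1 lower of 15; camera adjusted p = 0.288), neutrophil (1 and 4 of 9; adjusted p = 0.300), mast cell (0 and 1 of 4; adjusted p = 0.921) and Schwann cell and melanocyte lists (0 and 3 of 6; adjusted p = 0.136) did not pass as sets, though the last did in the unpaired patients (median -0.71, adjusted p = 0.0267). Adjusted over the list alone, the higher and lower counts were 1 and 1, 1 and 4, 1 and 1, and 0 and 3. Of 12 B and plasma cell genes limma called 0, with 1 at unadjusted p < 0.05 (0 adjusted over the list alone; camera adjusted p = 0.921).

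In the pairs GLUT3 (SLC2A3) had a change of -0.23 (SE 0.25, limma adjusted p = 0.456, 7 of 20 pairs higher) and PACE4 (PCSK6) of -0.56 (SE 0.297, adjusted p = 0.124, 6 pairs higher). Without 1 pair PACE4 passed (adjusted p = 0.0388, change -0.72). When each pair was left out in turn, the change of GLUT3 lay between -0.37 and -0.13 and never passed (lowest limma adjusted p = 0.176). HSAL2 (SALL2) fell by 0.67 (SE 0.168, adjusted p = 0.00320, 18 pairs lower). At least 2-fold higher in tumor were GLUT3 and PACE4 in 3 of 20 pairs each (15%, 95% interval 3.2 to 37.9) and HSAL2 in 0 (interval up to 16.8). At least 2-fold lower were 5, 9 and 8 pairs. Glucose transporters had 2 of 5 genes lower and none higher (2 adjusted over the list alone; camera adjusted p = 0.352), SLC2A4, the insulin-responsive transporter of muscle and fat, falling by 2.09 (SE 0.351, adjusted p = 0.000108, 19 pairs lower). With the muscle covariate its change was -0.95 (SE 0.339, adjusted p = 0.0564). Proprotein convertases had 1 of 3 higher (2 adjusted over the list alone; camera adjusted p = 0.183), FURIN, by 1.04 (SE 0.230, adjusted p = 0.00124, 16 pairs higher). FURIN had a change of 0.84 with the muscle covariate (SE 0.314, adjusted p = 0.0678), a smaller change with a larger error, and of 0.10 in the unpaired patients (SE 0.312, adjusted p = 0.871). Immediate early genes, a sign of sample handling, had 1 of 15 higher and 4 lower (1 and 3 adjusted over the list alone; camera adjusted p = 0.288). With the muscle covariate camera called this list lower (median -0.53, 3 genes lower, adjusted p = 0.0308), against a median of -0.44 without it. Without the covariate camera gave adjusted p = 0.732 with an estimated correlation.

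The epithelium test and both tests on the larger number of lower calls were written after the result was seen, as were the margin of a jackknife standard error and the comparison of kept normal samples with those left out. Lower expression of fatty acid oxidation genes may reflect less skeletal muscle in the tumor samples. ACTA1, the skeletal muscle actin gene, had a median log2 signal of 10.71 in tumors and 16.03 in the 21 normal samples of the larger branch, and the lists share no gene. With the muscle covariate the list median was -0.83 (jackknife SE 0.208; camera adjusted p = 0.000138), too near the limit of -0.62 to tell. Quantile normalization left -1.07 (jackknife SE 0.206), which speaks against scaling as the cause.

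Higher expression of basal and hyperproliferative keratinocyte genes could come from more epithelium in the tumor samples. Then mucosal differentiation genes should rise as much, but the basal list rose more in 20 of 20 pairs, by a mean of 2.58 (95% interval 1.97 to 3.19; permutation p = 1e-05, the smallest these permutations can give). Tumor epithelium that differentiates less would give the same result, and this was not tested. Without the 5 pairs whose normal sample had high muscle and low keratin signal the median was 1.83 (jackknife SE 0.389), with a limit of 1.42. Of the 15 normal samples kept, 2 lay within the range of those 5 in both muscle and basal scores, so the bound set in advance was wrong to count such samples as removed, and they stay open as a cause.

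The larger number of lower than higher probe sets may come from the scaling of the arrays. After quantile normalization 49% of called probe sets were lower, but this scaling centres the changes and so fixes the balance. That test cannot tell scaling from a true excess of lower expression. Below the median signal 2128 of 2521 calls were lower, with a median change of -0.49. Above it 1562 of 3058 were lower, with a median change of -0.03. A factor common to all probe sets of an array would move both alike, so these values argue against it as the whole cause. How far low signals stood above background was not analysed here, so the cause stays open. With the muscle covariate 66.8% were lower, which speaks against muscle content as the cause.

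With labels exchanged, as many calls as with the true labels occurred in 1 of 100 splits, the real one, in the pairs (highest other 2575), in 1 of 100 in the unpaired patients (highest other 5) and in 1 of 100 over all 57 arrays (highest other 1226). For gene lists 17 of 28 were called, 9 higher and 8 lower, and 3 of 100 splits called as many (highest other 18, median of the others 10). Camera with the preset correlation thus calls many lists under exchanged labels.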
